A study of Mus musculus with 384 samples.

How the data were processed

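The deposited values were read counts per gene and well, 1 table for 384 wells with 49585 genes and 92 spike-in sequences. Per the labels' protocols, cells were sorted into a 384-well plate and libraries were made with a modified Smart-seq2 protocol (oligo-dT priming, ERCC spike-ins, 24 amplification cycles) and Nextera XT. Per the submitters' processing notes, the authors used cutadapt 1.13, STAR 2.5.2b and HTSeq 0.6.0 with the genome GRCm38. The role and options of each tool, the gene annotation and the strand mode of the counting are not given in the sources used here, so reads of overlapping or antisense genes may be shared. The labels' protocols state that cells with CD45, CD31 or CD140a were excluded and that embryonic cells were sorted as positive for the Lgr5 reporter.

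Wells were grouped by their sort labels into embryonic progenitors, adult basal cells and adult luminal cells, with the wells of 50 cells and the wells without a cell as separate groups. There were 137 embryonic, 118 basal and 121 luminal wells of single cells, of which 123, 100 and 108 were kept. The well whose title and sort label name different gates was left out of all comparisons. Gene symbols and coordinates came from GENCODE M21, matched on 49326 identifiers, 5577 of them without the version, and 259 identifiers were not matched. Spike-ins were left out of all gene totals.

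Single cells were kept with at least 50000 reads on genes, at least 1500 genes with a read and at most 20% of reads on mitochondrial genes. This left out 45 wells: 14 embryonic, 18 basal and 13 luminal, of which 29 were under the reads limit, 32 under the genes limit and 13 over the mitochondrial limit, with overlaps. No doublet caller was run. Of the 13 mitochondrially encoded protein genes, 6 had at most 10 reads over all wells.

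The level of a gene in a gate was its reads summed over kept cells, scaled to the summed gene reads of the gate and given as CPM. Log2 ratios used a prior of 1 CPM. A list member was measured at 5 CPM or more in either gate, and each list was described by the number of members at least 2-fold higher or lower, the median log2 ratio and its percentile among 10000 random lists of the same size matched on level in 20 bins. Folds of named genes are ratios of CPM without the prior, with exact conditional intervals. Against a gate with 0 reads the fold is given as a lower limit with 3 reads in that gate. No test was made, because each gate is 1 sample.

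Shares of cells were counted after each kept cell was thinned at random to 50000 reads, with 5 reads as detection, and given with exact Clopper-Pearson intervals. A share of 0 is given with the upper limit of 3 cells. At 50000 reads, 5 reads correspond to a level that only abundant transcripts reach, so an undetected gene is not an absent gene. For the label check each kept cell was correlated (Spearman) with the 3 wells of 50 cells over genes at 10 CPM or more in any of them. For the position of the embryonic level, genes were chosen with at least an 8-fold difference between the adult wells of 50 cells and 20 CPM in the higher, and measured where the adult single-cell sums differed at least 4-fold in the same direction.

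The 16 gene lists, 13 marker lists, comparisons, alternatives and the rule for named genes were fixed before the data were examined. The gene lists were basal and myoepithelial, pan-luminal, hormone-receptor-positive luminal, secretory luminal progenitor, embryonic mammary bud, S phase, G2 and M phase, Wnt targets and feedback, Notch pathway, hemidesmosome and laminin-332, MHC class I antigen presentation, fetal growth and imprinted genes, immediate early and heat shock genes, ribosomal proteins, mitochondrially encoded proteins and glycolysis. The marker lists were fibroblast or mesenchyme, immune, endothelial, suprabasal epidermis and periderm, hair placode or follicle, melanocyte, Schwann cell or neural crest, Merkel cell, erythroid, muscle, adipocyte, sex genes, and gate genes.

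Named genes were, for each comparison, the 10 with the highest and the 10 with the lowest log2 ratio among genes with at least 50 CPM in the higher gate, a read in at least 50% of its kept cells, and a difference of at least 2-fold in the same direction between the wells of 50 cells. Gate genes, spike-ins, ribosomal and mitochondrial genes and names that start with Gm and a digit or end in Rik were left out of these. For each list the rule added up to 4 measured members with the highest level and, where there were 3 or fewer, the members against the direction of the list median. Gate genes, Krt5, Krt14, Krt8, Krt18, Trp63, Mki67, Top2a and Xist were always named. Members of marker lists were named as the most abundant of their list.

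The alternatives were the mean of per-cell CPM, cells thinned to 50000 reads, median-of-ratios and TMM scaling, spike-in reads as total, a total without the 100 top genes, no minimum level, a prior of 5 CPM, 2 other cell filters, the wells of 50 cells, only plate rows with both kinds of cell, other detection limits and depths, other numbers of genes for the luminal subsets and other folds for the position. Alternatives with only plate row F for basal against luminal cells and without cells in doubt were added after the data were seen. The latter left out cells that matched another gate's well of 50 cells, embryonic cells with 3 or more fibroblast markers and basal cells with 3 or more endothelial markers, leaving 99 embryonic, 84 basal and 106 luminal cells.

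The procedure was tested on simulated data. Its intervals cover counting error only, so their coverage says nothing about variation between cells or PCR duplicates. Lists of 20 genes set 2-fold, 4-fold, 8-fold and 0.25-fold were recovered at median log2 ratios of 0.90, 1.89, 2.88 and −2.00 against 0.90, 1.90, 2.90 and −2.10, and 94.5% of 200 intervals held the true ratio. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and edgeR 4.0.16 (TMM factors) were used.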

Results

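The data were read counts of single mouse mammary cells sorted by flow cytometry and sequenced with Smart-seq2, a full-length single-cell RNA protocol, on a plate of 384 wells. The 3 gates held Lgr5-positive progenitors from the skin of female embryos at embryonic day 14, basal cells of adult glands (CD24-positive with high CD29) and luminal cells of adult glands. Lgr5, a receptor of the Wnt pathway, carried a green fluorescent reporter in the embryos. Single cells filled 376 wells. Each gate also had 1 well of 50 cells, 4 wells held no cell, and 1 well whose labels name different gates entered no comparison. After filtering, 331 cells remained, 100 of them basal and the others embryonic and luminal in similar numbers, with 14 embryonic, 18 basal and 13 luminal wells left out.

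Kept cells had a median of 711721 reads on genes in the embryonic gate (range 52687 to 1836609), 486690 in the basal gate (74436 to 1466484) and 535276 in the luminal gate (63571 to 1595858). The median number of genes with a read was 5518 in embryonic, 2874.5 in basal and 3726.5 in luminal cells. At an equal depth of 50000 reads the medians were 3958, 2103.5 and 2627.5 genes, in the same order of gates. The 4 wells without a cell held 34 to 563 reads on genes. The wells of 50 cells held 621792 embryonic, 601969 basal and 532820 luminal reads. The labels name no animal or litter, so each gate counts as 1 sample, cells are not replicates, and no difference between gates has a replicate check or a test. Intervals are exact 95% intervals, Clopper-Pearson for shares of cells and conditional Poisson for ratios of summed reads. They cover counting error only, and PCR reads without molecular identifiers are not independent molecules.

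**Figure D1:**
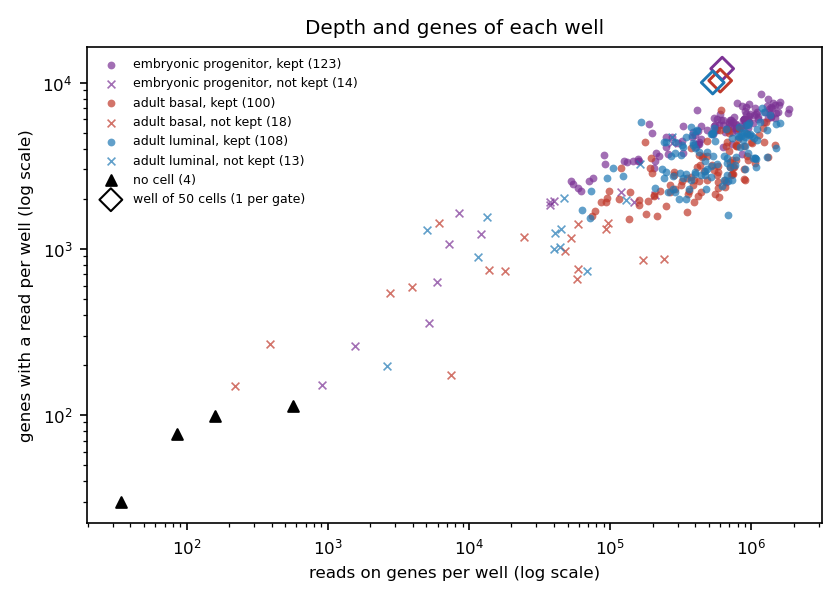
Reads on genes (x axis, log scale) against genes with a read (y axis, log scale) for each well, coloured by gate, with kept cells as dots, cells not kept as crosses, wells of 50 cells as diamonds and wells without a cell as triangles. The 4 wells without a cell lie at 34 to 563 reads, and kept embryonic cells have a median of 5518 genes against 2874.5 in basal and 3726.5 in luminal cells.

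Each kept cell was first compared with the wells of 50 cells, which checks the labels. By Spearman correlation across 10315 genes, which are not independent replicates, 99.2% of embryonic cells (all but 1, interval 95.5% to 99.98%) and 98.1% of luminal cells (all but 2, 93.5% to 99.8%) correlated best with the well of their own gate. In the basal gate 90 of 100 cells did so (90%, 82.4% to 95.1%), 8 correlated best with the luminal well and 2 with the embryonic well. Those 8 wells held 11.8% of the basal gate's reads but 80.5% of its Krt8 reads, 81.9% of its Krt18 reads and 99.8% of its Prlr reads, against 0.532% of its Acta2 reads. Gates lay in blocks of plate rows, with 99 of 100 kept basal cells in rows A to F and all but 2 kept luminal cells in rows F to K. All 17 kept wells that lay in rows with at most 5 wells of their gate matched their own gate.

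The comparison of embryonic progenitors with adult basal cells asked which parts of the basal program the progenitors already carried. Some genes of contraction were far lower in the progenitors: Acta2, smooth muscle actin, was at 24.5 CPM (counts scaled to the summed gene reads of the gate) against 9575 in basal cells, a 390.4-fold difference (interval 374 to 407). Myh11, smooth muscle myosin heavy chain, was 402-fold lower (350.2 to 465), and Cnn1, the actin-binding calponin 1, was 897-fold lower (726 to 1121). The basal keratins differed much less, with Krt14 at 1016 against 2225 CPM (2.19-fold lower) and Krt5 at 304 against 750.3 CPM (2.47-fold lower). Trp63, the transcription factor of stratified and basal epithelia, was 2.06-fold lower (2.02 to 2.09).

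Of the 15 basal and myoepithelial genes, 13 were at least 2-fold lower in embryonic progenitors, none was 2-fold higher, and the median log2 ratio was −2.86. That median lay below all 10000 random lists matched on level (percentile 0). Sparc, a matrix protein, was 4.52-fold lower, Igfbp5, an insulin-like growth factor binding protein, 7.45-fold lower, and Vim, the intermediate filament vimentin, was 1.46-fold higher, the only member higher in the progenitors. Other genes with the largest ratios toward basal cells were Chil1, a chitinase-like secreted protein (1487-fold), the chemokine gene Cxcl12 (693-fold), Tm4sf1, a membrane protein (797-fold), Pdlim3, a muscle cytoskeleton protein (11700-fold, interval 4002 to 56730), Lcn2, the iron-carrier binding protein lipocalin 2 (363-fold), Il17b, a cytokine seen in 1 embryonic read (26070-fold, 4678 to 1030000), and Oxtr, the oxytocin receptor, seen in 2 (39100-fold, 10820 to 322800).

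Genes of the embryonic mammary bud and of fetal growth were higher in the progenitors. Of 13 measured bud genes, 10 were at least 2-fold higher and 2 at least 2-fold lower, with a median log2 ratio of 3.56 (percentile 100). Sox11, a transcription factor of embryonic tissues, was at 1056 against 12.3 CPM (86.1-fold), the Wnt ligand gene Wnt6 was 34.5-fold higher, Pthlh, a parathyroid hormone-like signal of the bud, 13.5-fold and the transcription factor gene Tbx3 7.93-fold. Msx1 was 5.13-fold and Eya2 2.42-fold lower, and Sostdc1, a secreted Wnt and BMP inhibitor, was 1.16-fold lower. All 14 fetal growth and imprinted genes were at least 2-fold higher (median log2 6.06, or 6.22 with the member at 0 reads set to 3 reads), with H19 at 942 against 2.85 CPM (331-fold), Igf2 342-fold, Peg3 8.9-fold and Cdkn1c, a cell cycle inhibitor, 25.9-fold.

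Cell cycle genes were also higher in the progenitors than in basal cells. In the S phase list 14 of 17 measured genes were at least 2-fold higher (median log2 4.05) and in the G2 and M phase list 18 of 20 (median log2 3.79), with none 2-fold lower in either. The G2 and M median was 5.83 without the cells in doubt and 5.39 in the wells of 50 cells. The first of these leaves out 2 basal cells because they matched the embryonic well, which can itself raise it. Top2a, a topoisomerase of dividing cells, was at 319.9 against 1.3 CPM (246-fold), Mki67 was 6.18-fold higher, Cenpf 13.3-fold, Ube2c 40.6-fold, the ribonucleotide reductase genes Rrm1 and Rrm2 2.52-fold and 1055-fold (Rrm2 interval 589.6 to 2114), Pcna 4.41-fold and Tyms 24.7-fold. Mcm2, a replicative helicase subunit, had no read in 100 basal cells and was at least 2723-fold higher. In the Wnt list 7 of 11 genes were at least 2-fold higher (median log2 2.25), among them Znrf3 (7.32-fold) and Ccnd1 (12.7-fold), while Lgr6 was 1.12-fold higher and Wif1, a secreted Wnt inhibitor, was 18.9-fold lower. Without the cells in doubt the Wnt median was 1.34 and the log2 ratios of Lgr6, Wif1 and Ccnd1 −0.06, −6.88 and 4.85, and under trimmed mean of M values (TMM) scaling it was 1.45. The embryonic cells were sorted on a reporter of Lgr5, a receptor of the Wnt pathway. Whether this sort favours cells with other Wnt genes was not tested. Other top genes were Fn1 (fibronectin, 506-fold), Ndnf (a secreted neurotrophic factor, 249-fold), Irs4 (an insulin receptor substrate, 4667-fold, 1823 to 17130), Tenm4 (a teneurin, 804-fold) and Tnfrsf19 (a tumour necrosis factor receptor family member, 2038-fold, 796 to 7480).

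Luminal genes gave a mixed picture against basal cells. The pan-luminal list had 10 of 15 genes at least 2-fold lower in progenitors and 3 at least 2-fold higher (median log2 −1.36): Krt8 was 2.58-fold and Krt18 3.51-fold lower, while Gata3, a transcription factor of luminal cells, was 4.52-fold higher and the epithelial adhesion gene Epcam 1.26-fold higher. The hormone-receptor-positive list had 7 of 10 genes lower and 2 higher (median log2 −2.20), with the prolactin receptor Prlr 21.8-fold and Ly6a 26.7-fold lower but Wnt4 10.01-fold, Prom1 2.42-fold and the oestrogen receptor gene Esr1 1.85-fold higher. Both medians turned positive without the cells in doubt, to 1.76 for pan-luminal and 1.58 for hormone-receptor-positive genes. These were sums of 99 embryonic and 84 basal cells. The choice of cells was made after the data were seen. It rests itself on luminal, mesenchymal and endothelial transcripts and on matches to another gate's well. In those sums Krt8, Krt18, Prlr and Ly6a were higher in progenitors, with log2 ratios of 0.89, 0.36, 2.46 and 1.18. Leaving out only the 8 luminal-matching wells gave 0.81 for Krt8, 0.47 for Krt18 and 3.45 for Prlr, but −3.99 for Ly6a. Ly6a thus turned sign only when the other cells in doubt, among them endothelial-marked basal wells, were also left out. The wells of 50 cells gave medians of −1.86 and −5.22, and the reversed medians ran over 12 and 8 measured genes in place of 15 and 10. Epcam and Esr1 were at 1.39 and 1.497 without the cells in doubt. The secretory list had 8 of 12 measured genes lower and 4 higher (median log2 −3.48, or −4.14 with 3 members at 0 reads set to 3 reads), with Csn3, a milk casein, 72.1-fold, the iron carrier Trf 29.4-fold and the milk fat globule gene Mfge8 9.4-fold lower. For Csn3 the log2 ratio was −4.08 without the cells in doubt in place of −5.44.

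Collagen transcripts stood beside these groups. Col1a1, a fibrillar collagen, was 808-fold higher in the embryonic than in the basal gate (595 to 1126; log2 8.45), and the fibroblast list had a median log2 ratio of 5.38 over 8 genes, although the gate excluded cells with CD140a, a mesenchymal surface protein. Col1a2 and Col3a1 were the most abundant at 1500 and 1228 CPM in the embryonic gate against 11.9 and 26.6 in the basal gate. In that list Dcn and Postn went the other way, at 913 and 1495 CPM in basal cells against 318 and 56.7 in the embryonic gate, so 2 of the 8 markers were also abundant in basal cells. At least 3 fibroblast markers were seen in 23 embryonic cells (18.7%, 12.2% to 26.7%) and 8 of 100 basal cells (3.52% to 15.2%), and unthinned in 72 embryonic (58.5%) and 13 basal cells. Without cells that matched another gate, embryonic cells with 3 fibroblast markers or basal cells with 3 endothelial markers, the log2 ratio was 3.69 for Col1a1, 9.85 for Ndnf, 9.13 for Fn1, 8.08 for Top2a, 7.41 for Cenpf, 7.53 for Ube2c, 7.33 for Wnt4, 3.39 for Mki67, 5.602 for Tyms, 2.08 for Peg3 (in place of 3.14), −3.17 for Sparc, −9.68 for Cnn1 and −10.85 for Acta2, and the fibroblast median was 1.84. Col1a1 and the other fibroblast markers were themselves used to leave out embryonic cells, and no basal cell was left out by them. The lower Col1a1 ratio and fibroblast median thus follow in part from that choice. Within plate rows A to F, with 8 embryonic and 99 basal cells, the medians were −4.35 for basal, −1.84 for pan-luminal, 3.10 for bud and 5.37 for G2 and M genes.

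The comparison of embryonic progenitors with adult luminal cells asked the same of the luminal program. Some milk and secretory genes were nearly without reads in progenitors: Spp1, the secreted phosphoprotein osteopontin, was at 0.774 against 10880 CPM (14060-fold lower, 11110 to 18070), Csn3 was 3793-fold lower (3197 to 4537) and Lalba, milk alpha-lactalbumin, 23270-fold lower (11290 to 57880). The luminal keratins were lower but present, with Krt8 at 359 against 4732 CPM (13.2-fold) and Krt18 at 209 against 6326 CPM (30.2-fold). The basal keratins were higher in progenitors, Krt14 29.9-fold (28.7 to 31.2) and Krt5 46.5-fold (42.3 to 51.2), as was Trp63 (116.3-fold, 98.4 to 138.5).

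Of the pan-luminal list 14 of 15 genes were at least 2-fold lower in progenitors (median log2 −4.51, percentile 0), with Krt19 57.4-fold and Epcam 3.31-fold lower and Gata3 4.78-fold higher as the exception. The secretory list had 15 of 16 measured genes lower (median log2 −8.10, or −9.11 with members at 0 reads set to 3 reads), with Plet1 17330-fold (11100 to 28780), Lcn2 595-fold and Mfge8 43.1-fold lower, and Rspo1, a Wnt agonist without a luminal read, at least 299-fold higher (log2 3.83, but 0.06 without the cells in doubt). The hormone-receptor-positive list had 10 of 12 genes lower (median log2 −4.37), with Prlr at 20.5 against 2651 CPM, Ly6a 105.5-fold, the growth factor gene Areg 55.3-fold and Cited1 73.1-fold lower and Wnt4 1.28-fold higher. The other genes with the largest ratios toward luminal cells were Tm4sf1 (3088-fold), Cd14 (a lipopolysaccharide co-receptor, 5639-fold), Btn1a1 (a milk fat globule protein, 10060-fold), Cp (ceruloplasmin, 1040-fold) and Atp6v1b1 (a proton pump subunit, 9916-fold).

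Basal, bud, cell cycle and Wnt genes were higher in progenitors than in luminal cells. The basal list had 8 of 12 measured genes at least 2-fold higher and 3 lower (median log2 4.61, percentile 100), with Vim 148-fold and Sparc 25-fold higher and Igfbp5 8.02-fold lower. Among bud genes 11 of 13 were higher and 1 lower (median log2 4.25, or 6.21 with members at 0 reads set to 3 reads), with Sox11 89.2-fold, Pthlh 188-fold, Wnt6 137.2-fold and Tbx3 12.6-fold higher, and Eya2 1.98-fold and Msx2 2.65-fold lower. All 20 G2 and M genes (median log2 5.35, or 5.40 with members at 0 reads set to 3 reads) and 15 of 17 S phase genes (median log2 3.70) were at least 2-fold higher, with Top2a 108.9-fold, Mki67 176-fold, Cenpf 40.9-fold, Ube2c 20.5-fold, Rrm1 7.36-fold, Rrm2 109.2-fold, Mcm6 5.71-fold and Pcna 1.46-fold higher. All 11 Wnt genes were higher (median log2 3.32, or 3.85 with members at 0 reads set to 3 reads), with Znrf3 23.5-fold, Ccnd1 5.85-fold, Rnf43 4.49-fold and Lgr6 2.89-fold higher. A part of the Lgr5 sort in this Wnt difference was not tested. The fetal growth list was higher in 14 of 14 genes (median log2 6.31, or 6.74), led by Igf2 (665-fold), H19 (462-fold), Peg3 (254-fold), Cdkn1c (233-fold) and Hmga2, a fetal chromatin protein (565-fold). Ccnd2, a D-type cyclin, was at 3053 against 6.41 CPM (476-fold), Mfap2, a microfibril protein, was 406-fold higher, and Penk, the enkephalin precursor without a luminal read, at least 6336-fold.

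Collagens were again among the largest ratios, with Col1a1 2456-fold (1534 to 4216), Col3a1 639-fold (538 to 765) and Col1a2 253-fold (229.1 to 279) higher than in luminal cells, of which none had 3 fibroblast markers (0%, allowing up to 2.78%). The fibroblast median was 6.24 on the log2 scale, or 8.24 with members at 0 reads set to 3 reads. Without the cells in doubt the log2 ratios of Col1a1, Col3a1 and Col1a2 were 4.38, 4.60 and 3.66 in place of 8.95, 8.72 and 7.76, and those of Ccnd2, H19 and Mfap2 were 10.76, 9.03 and 8.27 in place of 8.69, 8.28 and 7.59. Those of Ly6a, Cited1 and Prlr were −8.51, −7.98 and −7.89 in place of −6.57, −6.05 and −6.94, those of Sox11, Pthlh, Top2a and Mki67 were 7.48, 8.63, 7.43 and 7.40, and Sparc had 3.78 in place of 4.62. Col1a1, Col3a1 and Col1a2 are among the fibroblast markers by which embryonic cells were left out. The fall of their ratios thus follows in part from that choice. Averaging CPM over cells gave 7.41 for Ccnd2, 7.53 for Igf2, 6.98 for H19, 6.70 for Mfap2, 6.25 for Peg3 and −11.60 for Spp1. Within plate rows F to K, with 15 embryonic cells and nearly all luminal cells, the medians were 3.30 for basal, −3.05 for pan-luminal, −7.48 for secretory, 4.37 for bud and 6.12 for G2 and M genes.

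**Figure D2:**
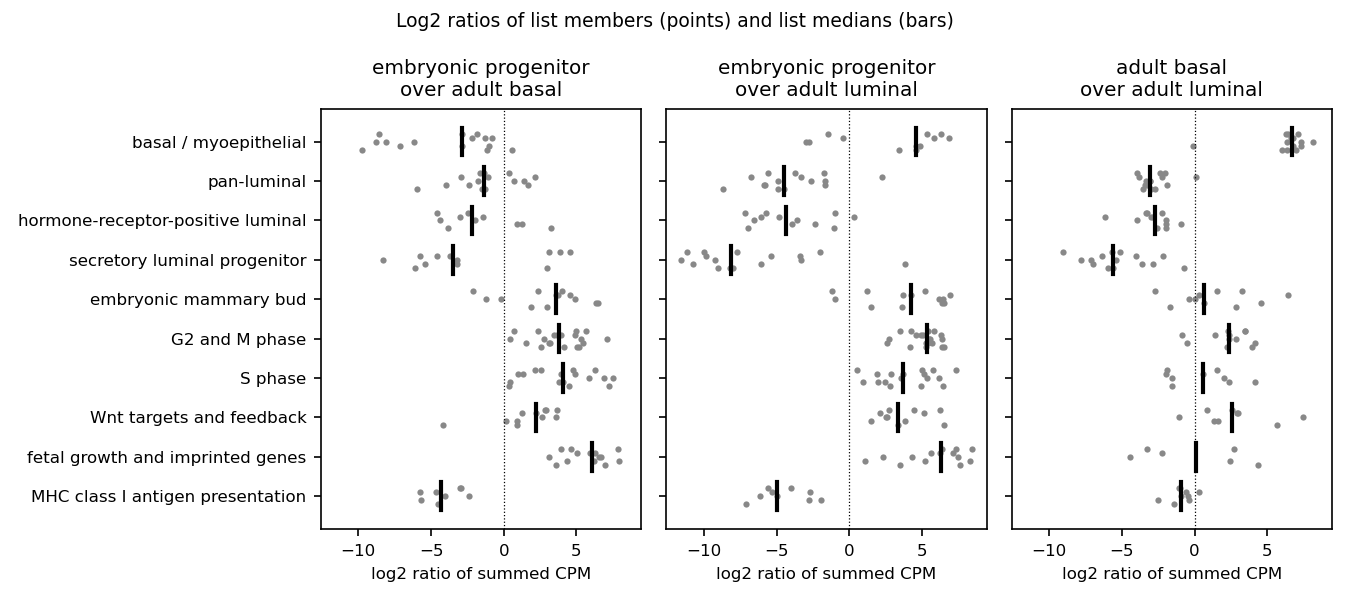
Log2 ratios of summed CPM (x axis, prior of 1 CPM) for members of 10 gene lists (y axis) in the 3 comparisons, with each measured gene as a point and the list median as a bar. The basal list has medians of −2.86, 4.61 and 6.68 in the 3 panels, and the pan-luminal median of −1.36 in the left panel became 1.76 without the cells in doubt.

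The comparison of adult basal with adult luminal cells gave the ends of the scale on which the progenitors were placed. Named genes of contraction and of the basal list, other than Igfbp5, were higher in basal cells. Acta2 was at 9575 against 69.4 CPM (138.0-fold, 134.1 to 142) and Myh11 was 190.3-fold higher (171 to 213). Cnn1 was 404-fold, Myl9, a myosin light chain, 403-fold, Krt14 65.6-fold and Trp63 239-fold (202 to 285) higher. Krt5 was at 750.3 against 6.53 CPM. Luminal keratins and milk genes were higher in luminal cells, with Krt8 5.12-fold, Krt18 8.61-fold, Krt19 10.9-fold, the tight junction gene Cldn4 4.7-fold, Csn3 52.6-fold, Lalba 138.0-fold and the receptor tyrosine kinase gene Kit 761-fold (507 to 1201) higher.

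The basal list was at least 2-fold higher in basal cells for 14 of 15 genes (median log2 6.68, percentile 100), with Sparc 112.8-fold higher and Igfbp5 1.08-fold lower (log2 0.17 without the cells in doubt). The pan-luminal list was lower for 14 of 15 (median log2 −3.05), with Gata3 1.06-fold higher, and the hormone-receptor-positive list for 11 of 12 (median log2 −2.73), with Prlr 5.93-fold, Ly6a 3.95-fold, Areg 9.66-fold and Cited1 8.19-fold lower. The secretory list was lower for 14 of 15 (median log2 −5.65, or −5.70 with members at 0 reads set to 3 reads), with Plet1 43.8-fold, Mfge8 4.58-fold and Lcn2 1.64-fold lower. Further genes with the largest ratios were Wif1 (445-fold), Tril (556-fold), Postn (a matrix protein, 185-fold), Fst (the activin antagonist follistatin, 205-fold) and Cxcl12 (168-fold) toward basal cells, and Btn1a1 (606-fold), Cck (the hormone cholecystokinin, 91.1-fold), Slc9a3r1 (89.1-fold), Thsd4 (78.9-fold), Gch1 (42.5-fold) and Atp6v1b1 (28.3-fold) toward luminal cells.

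Without the cells in doubt, which removed the 8 luminal-matching and 6 endothelial-marked wells of the basal gate among others, the pan-luminal median was −6.81, the hormone-receptor-positive median −6.41 and the log2 ratios of Plet1, Lalba, Cck and Csn3 −9.73, −9.31, −8.05 and −6.89 in place of −5.43, −7.00, −6.10 and −5.70. For Krt8, Krt18, Krt19, Cldn4, Prlr, Ly6a, Areg and Cited1 they were −4.54, −5.31, −8.38, −10.37, −10.35, −9.68, −9.47 and −6.65, and for Ccnd1, Kif11, Ube2c, Msx2 and Bmp2 −2.28, −3.44, −3.03, −3.15 and −3.49. The same held for Gch1 (−5.14 to −6.62), Atp6v1b1 (−4.74 to −6.22), Thsd4 (−5.49 to −6.69) and Slc9a3r1 (−5.55 to −6.61), and averaging CPM over cells moved Wif1 from 7.48 to 6.17. The Wnt list was higher in basal cells for 7 of 9 genes (median log2 2.58), with Lgr6 2.59-fold and Rnf43 1.83-fold higher and Ccnd1 2.18-fold lower. G2 and M genes were at least 2-fold higher in basal cells for 10 of 12 measured genes (median log2 2.36), among them Cenpe (14.4-fold), Mki67 (28.5-fold), Ccnb2 (5.92-fold) and Cdc20 (105.9-fold), with Ube2c 1.98-fold and Kif11 1.5-fold lower. This median was −3.03 over 3 measured genes without the cells in doubt. There Cenpe and Ccnb2 were lower in basal cells, at −0.90 and −2.33, and Mki67 and Cdc20 still higher, at 4.01 and 2.31. Without the luminal-matching wells alone, Cenpe and Ccnb2 stayed higher in basal cells, at 3.67 and 2.45. Their turn thus came with the other cells in doubt, among them embryonic-matching and endothelial-marked basal wells. A choice by match to the embryonic well can itself remove cycling cells. In thinned cells at least 5 G2 and M genes were detected in 2 of 100 basal cells and 1 luminal cell. The difference may thus rest on few cells. The S phase median was 0.54, with 4 of 9 genes higher and 4 lower, Pcna 3.02-fold lower and Mcm7 5.6-fold, Rrm1 2.92-fold and Slbp 1.47-fold higher, and it was −1.26 when scaled on spike-in reads. Bud genes had 5 of 11 higher and 2 lower (median log2 0.65, −0.50 on spike-in reads and 2.93 in the wells of 50 cells), with Sostdc1 1992-fold higher (681 to 9662), Tbx3 1.59-fold and Eya2 1.22-fold higher, and Lmx1b 1.32-fold, Msx2 4.45-fold and Bmp2 15.2-fold lower. Basal and luminal cells shared plate row F, with 8 basal and 13 luminal cells. There, in a choice made after the data were seen, the medians were 3.94 for basal, −4.91 for pan-luminal, −6.37 for secretory, −1.60 for bud, −2.11 for S phase and −3.07 for G2 and M genes, so those of the bud and cell cycle lists turned sign.

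All of these log2 ratios stand on a scale where the median over all measured genes was itself shifted. It was 0.39 for embryonic over basal, 0.59 for embryonic over luminal and 0.14 for basal over luminal. Scaling on spike-in reads moved these medians to 1.70, 1.11 and −0.70, and TMM scaling to 0.04, 0.08 and −0.01. The median numbers of gene reads per spike-in read were 25.9 in embryonic cells (quartiles 16.02 to 41.2), 11.5 in basal cells (6.8 to 18.5) and 18.7 in luminal cells (11.2 to 33.9). Relative to the all-gene shifts the basal list was lower in embryonic than in basal cells and higher than in luminal cells under each of these scalings. For the 20 named genes at each comparison's extremes, 60 in all, no direction differed in the wells of 50 cells by construction of the rule, and 49 log2 ratios there differed from the single-cell value by more than 1.5-fold.

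To place progenitors between the adult lineages, 1225 genes higher in basal and 577 higher in luminal cells were chosen on the adult wells of 50 cells alone. Those that also differed 4-fold in adult single cells were measured there, on a scale with the luminal level at 0 and the basal level at 1. For 508 genes higher in basal cells the median position of the embryonic level was 0.595 (quartiles 0.0339 to 0.937). Of these, 289 lay between 0 and 1. They included the endothelial markers Cdh5, Kdr, Emcn, Esam and Tie1, at −0.112, 0.0357, 0, 0.211 and −0.00486. A position near the luminal level is thus not always that of a gene of the basal lineage. The basal-side median was 0.539 over 488 genes without the cells in doubt. Krt5 stood at 0.804, Krt14 at 0.811 and Trp63 at 0.858, whereas Acta2 stood at −0.207, Myh11 at −0.113 and Cnn1 at −0.0836. Acta2, Myh11 and Cnn1 stood at −0.499, −0.117 and −0.167 without the cells in doubt. For 187 genes higher in luminal cells the median position was 0.954 (0.330 to 1.44), with 87 genes above 1 (65 of 239 without the cells in doubt), among them Krt8 at 1.58, Krt18 at 1.58, Csn3 at 1.95 and Plet1 at 2.13. The luminal-side median was 0.709 without the cells in doubt, with Krt8 at 0.804 and Krt18 at 0.933 and thus below 1, and Csn3 at 1.59 and Plet1 at 1.19. The basal-side and luminal-side medians were 0.479 and 1.19 with the embryonic cells of plate rows A to J alone.

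**Figure D3:**
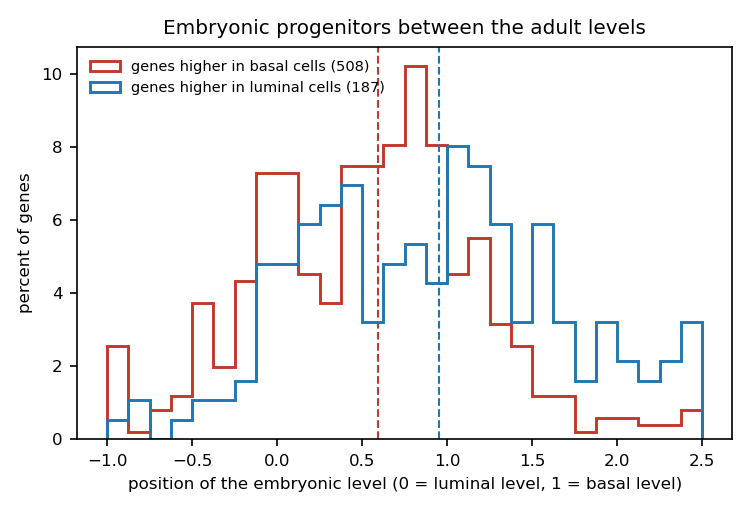
Percent of genes (y axis) by position of the embryonic level between the adult luminal level at 0 and the adult basal level at 1 (x axis), for 508 genes higher in basal and 187 genes higher in luminal cells, with values beyond the ends of the axis in the outermost bins. Dashed lines mark the medians of 0.595 and 0.954, which were 0.539 and 0.709 without the cells in doubt.

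Co-detection of keratins asked how often a basal pair (Krt5 or Krt14) and a luminal pair (Krt8 or Krt18) were found in the same cell. Krt5 (ENSMUSG00000061527.6; chromosome 15, 101707070 to 101712898), Krt8 (ENSMUSG00000049382.9; chromosome 15, 101996698 to 102004482) and Krt18 (ENSMUSG00000023043.6; chromosome 15, 102028180 to 102032027) lie on the same chromosome of GRCm38, and Krt14 (ENSMUSG00000045545.8) lies on chromosome 11, 100203162 to 100207548. With 5 of 50000 reads as detection, 84 embryonic cells held both pairs (68.3%, 59.3% to 76.4%), as did 47 of 100 basal cells (36.9% to 57.2%) and 8 luminal cells (7.41%, 3.25% to 14.1%). The basal pair alone was found in 22 embryonic, 38 basal and 0 luminal cells (allowing up to 2.78%), the luminal pair alone in 4, 8 and 100 cells, and neither in 13, 7 and 0 cells. Krt14 was detected in 96 embryonic, 75 basal and 5 luminal cells, Krt8 in 79 and 41 and in all but 2 luminal cells, and Trp63 in 64, 52 and 0. Lgr5, the gate gene of the embryonic sort, was detected in 94 embryonic, 24 basal and 7 luminal cells.

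No order of co-detection is drawn between embryonic and basal cells, because it depended on the detection limit, with 23.6% against 26% at 20 reads. The summed levels of Krt5, Krt14, Krt8 and Krt18 were each higher in the basal gate, which does not account for its lower share at 5 reads. Outside the 8 luminal-matching wells, the basal gate had 203.8 CPM of Krt8 and 151 of Krt18, less than the 359 and 209 of the embryonic gate. There only Krt5 and Krt14 were higher in the basal gate. The shares without the cells in doubt were 75.8% of embryonic and 51.2% of basal cells. Both stood above luminal cells, in which the levels of Krt5 and Krt14 were lower and those of Krt8 and Krt18 higher. Unthinned, the counts were 98 embryonic, 60 basal and 11 luminal cells. In the 4 wells without a cell the count was 0, which their low depth of 34 to 563 reads on genes fixed. With 20 reads as detection the shares were 23.6%, 26% and 2.78%. With 5 reads the embryonic share was 85.7% in the 14 cells of plate rows A to J and 66.1% in rows K to P. The first of these shares rests on few cells.

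**Figure D4:**
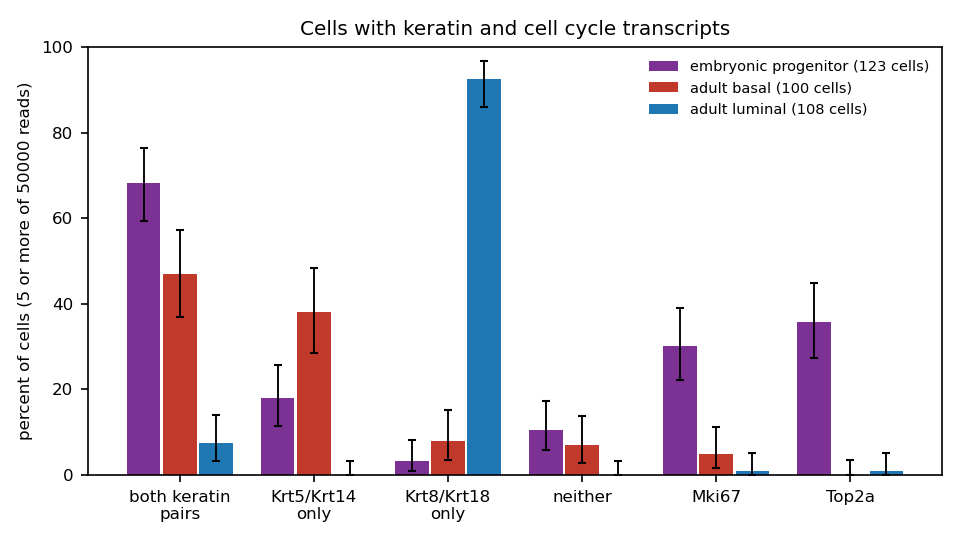
Percent of kept cells (y axis) of the 3 gates with at least 5 of 50000 reads of both keratin pairs, of 1 pair, of neither, of Mki67 and of Top2a (x axis), with exact 95% Clopper-Pearson intervals as error bars. Both pairs were found in 68.3% of embryonic, 47% of basal and 7.41% of luminal cells, and Top2a in 35.8%, 0% and 0.926%.

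Cycling transcripts were found mainly in the embryonic gate. Top2a was detected in 44 embryonic cells (35.8%, 27.3% to 44.9%), in 0 of 100 basal cells (allowing up to 3%) and in 1 luminal cell (0.926%, 0.0234% to 5.05%). Mki67, the proliferation marker Ki-67, was detected in 37 embryonic (30.1%, 22.1% to 39%), 5 basal (1.64% to 11.3%) and 1 luminal cell. At least 5 of the 20 G2 and M genes were detected in 34, 2 and 1 cells. Unthinned, Top2a was seen in 63, 1 and 5 cells and Mki67 in 50, 6 and 2. The embryonic Top2a share was 64.3% in the 14 cells of plate rows A to J and 32.1% in rows K to P.

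Within the adult luminal gate, cells were described by the hormone-receptor-positive and secretory lists, with at least 3 genes at 5 of 50000 reads. Only the hormone-receptor-positive list was reached in 41 cells (37.96%, 28.8% to 47.8%) and only the secretory list in 58 (53.7%, 43.9% to 63.4%). Both were reached in 9 cells (8.33%, 3.88% to 15.2%) and neither in 0 (allowing up to 2.78%). These classes are ranges of a count of genes: 11 cells lay at 2 or 3 hormone-receptor-positive genes and 7 at 2 or 3 secretory genes. Unthinned, 31, 51 and 26 cells reached the first, the second and both lists, and with 2 genes in place of 3 the share of both was 22.2%.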

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

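All tests in this part were chosen only after the result was seen. The well with 2 conflicting labels, which no comparison used, held reads of 11 of 17 secretory genes and 12 of 15 pan-luminal genes at 5 or more, against 0 in each well without a cell, where low depth fixes a count near 0. Unthinned, 87% of embryonic cells had 3 or more pan-luminal genes, whereas 5.69% had 3 or more secretory genes. A cut of 3 that most embryonic cells pass cannot tell whether 12 pan-luminal genes are usual in that gate. The well held 774060 reads on 4031 genes, with 12338 reads of Csn3, 15745 of Ltf, 3170 of Krt18 and 1194 of Krt8. It held none of Krt5 or Krt14, and 145 of Lgr5. Its correlation was 0.451 with the luminal, 0.369 with the basal and 0.290 with the embryonic well of 50 cells. No explanation was tested for this well.

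Mesenchymal transcripts in the embryonic gate were weighed against 3 explanations. RNA shared by all wells was excluded as the whole cause, because 94.48% of Col1a1, Col1a2 and Col3a1 reads lay in 18 wells with at least 2 of Dcn, Lum, Postn, Twist1 and Pdgfrb. Of the other wells, 51.4% still had 5 or more collagen reads, so a smaller shared part stays open. Pairs of a mesenchymal and an epithelial cell were excluded as the whole cause, because 27.78% of the 18 wells had 3 or more pan-luminal genes against 87.6% of the others. Mesenchymal cells that passed the gate fit, because 72.22% of the 18 wells (46.5% to 90.3%) had reads of Pdgfra, the gene of the excluded surface protein CD140a, against 1.9% of the others. Of the 18 wells, 44.44% still had 3 or more bud genes and 33.33% had Epcam, against 92.38% of the others for each. Pairs thus stay open for some wells.

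Of the basal gate's reads, 80.55% for Krt8, 81.87% for Krt18 and 99.81% for Prlr lay in 8 wells, against 1.771% for Gata3 and 5.387% for Lcn2. An exchange of labels between the 2 adult gates was excluded, because 0 luminal cells correlated best with the basal well, although a wrong label on a single well stays open. Pairs of a basal and a luminal cell were not excluded, because the 8 wells were chosen by their match to the luminal well. That choice itself favours wells with few basal transcripts. Krt5 or Krt14 was seen in 12.5% of the 8 wells (up to 52.65%) against 91.3% of the others. At least 3 basal genes were seen in 37.5% (up to 75.5%) against 94.57%, so pairs stay open. Luminal cells that passed the basal gate fit, because the separate basal well of 50 cells had a hormone-receptor-positive median of −2.256 relative to the luminal well, near −2.73 in the single-cell sums and far from −6.41 without the cells in doubt.

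Co-detection of keratins in the embryonic gate was weighed against technical explanations. Keratin RNA shared by all wells of the sort was excluded as the whole cause, because 27.78% of the 18 mesenchymal-marked wells co-detected both pairs against 75.24% of the others. Reads leaking from luminal or basal wells were excluded as the whole cause, because 1.626% of embryonic wells had Spp1 or Csn3 against 71.54% with Krt8 or Krt18, and 4.065% had Acta2, Mylk, Myh11 or Cnn1 against 86.18% with Krt5 or Krt14, although co-detection was 85.7% in plate rows A to J and 66.1% in rows K to P. Random pairs of a basal-type and a luminal-type cell were not excluded. At 5 of 50000 reads the lower limit of the share, 59.29%, lies above 50%. That is the arithmetic maximum for random pairs of 2 kinds if each kind shows only its own keratin pair. Whether embryonic cells meet this condition was not measured, and at 20 reads the share was 23.6%, below the maximum. Pairs in part of the wells or of cells that adhere also stay open. Expression of both pairs in the same embryonic cells remains a hypothesis that these values do not prove.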

How the results depend on the processing

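Of the values of main results under alternatives, 151 stayed the same, 58 moved and 1 reversed; of the other values 617 stayed, 184 moved and 4 reversed, and unless stated the cause was not tested. Moved means more than 1.5-fold, 0.1 in position or outside the exact interval of a share, and reversed means a sign turned from a median of at least 1 on the log2 scale; 41 values of smaller medians also turned sign. Without the cells in doubt, embryonic over basal cells reversed to 1.76 for pan-luminal and 1.58 for hormone-receptor-positive genes and moved to 5.83 for G2 and M genes, and basal over luminal cells moved to −6.81 for pan-luminal genes and reversed to −3.03 for G2 and M genes. With spike-in reads as total, embryonic over basal cells gave −1.58 for basal, −0.18 for pan-luminal, 4.20 for bud and 4.97 for G2 and M genes and reversed to 0.033 for hemidesmosome genes, while basal over luminal cells gave 5.93 for basal and −3.82 for pan-luminal genes. In shared plate rows, with fewer cells, embryonic over basal cells gave −4.35 for basal and 5.37 for G2 and M genes, and embryonic over luminal cells 3.30 for basal, −3.05 for pan-luminal and 6.12 for G2 and M genes. Plate row F alone, added after the data were seen, gave 3.94 for basal and −4.91 for pan-luminal genes in basal over luminal cells and reversed to −3.07 for G2 and M genes. The mean of per-cell CPM gave −0.74 for pan-luminal genes over basal cells, and over luminal cells 3.44 for basal, −3.92 for pan-luminal and 4.36 for G2 and M genes. Thinned cells gave 3.38 for basal and 4.47 for G2 and M genes over luminal cells. No minimum level gave 2.95 for bud genes over basal cells and 3.41 for basal genes over luminal cells. A prior of 5 CPM, which by construction shrinks ratios, gave 2.42 for bud and 3.01 for G2 and M genes over basal cells, 3.76 for basal, 3.07 for bud and 3.64 for G2 and M genes over luminal cells, and 6.03 for basal genes in basal over luminal cells. The wells of 50 cells gave 5.39 for G2 and M genes over basal cells, 5.42 for basal and 5.25 for bud genes over luminal cells, and 8.15 for basal genes in basal over luminal cells. Keratin co-detection in embryonic cells was 80.5% at 1 read, 23.6% at 20 reads, 79.7% unthinned, 76.6% at 200000 reads and 85.7% in plate rows A to J; in basal cells it was 70%, 26%, 60% and 59.8% in the same order and 66.7% with the stricter cell filter; in luminal cells it was 2.78% at 20 reads. The Top2a share in embryonic cells was 47.2% at 1 read, 21.1% at 20 reads, 51.2% unthinned, 46.7% at 200000 reads and 64.3% in plate rows A to J, and in luminal cells 0% without the cells in doubt. The values by reads detected and by depth follow these settings by construction. Luminal cells with both subsets were 22.2% with 2 genes, 17.6% at 1 read and 2.78% at 20 reads. The median position was 0.479 on the basal side and 1.19 on the luminal side in plate rows A to J, 0.485 on the basal side with TMM scaling, and on the luminal side 0.853 with the mean of per-cell CPM and 0.709 without the cells in doubt. Spike-in reads as total turned the sign of 9 medians and plate row F alone that of 6. TMM scaling, median-of-ratios scaling, the wells of 50 cells and leaving out the cells in doubt turned 5 each. Any other alternative turned at most 2. Of 60 extreme named genes all 60 stayed the same without their top cell, while 20 moved without the cells in doubt and 7 with the mean of per-cell CPM. None turned sign in these 3 settings. In the wells of 50 cells the naming rule fixed the direction. No paired analysis was possible because the labels name no animal or litter. Thinning to 50000 reads limits shares to abundant transcripts.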

Other observations

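Antigen presentation genes and immediate early and heat shock genes were lower in embryonic progenitors than in both adult gates. The immediate early and heat shock list was fixed as a sign of tissue dissociation, and a part of cell handling in its difference was not tested. B2m, the light chain of MHC class I, was at 197 CPM in embryonic, 1550 in basal and 3126 in luminal cells, and H2-D1 and H2-K1 were 26.3-fold and 16.9-fold lower than in basal and 40.0-fold and 32.6-fold lower than in luminal cells. The MHC class I median was −4.29 over basal cells (8 of 8 genes lower), −4.99 over luminal cells (9 of 9 lower) and −0.95 for basal over luminal cells (4 of 9 lower). The first was −3.16 without the cells in doubt and −3.10 on spike-in reads, and the last −1.54 and −1.74. Immediate early and heat shock genes had medians of −2.14 (−0.86 on spike-in reads) and −2.48, with Fos 9.7-fold and 5.61-fold and Egr1 4.42-fold and 3.4-fold lower in progenitors. Without the cells in doubt the log2 ratio of H2-K1 over basal cells was −3.16 in place of −4.05. Basal over luminal cells gave −0.31 for the immediate early list, and 0.65 in the wells of 50 cells.

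Hemidesmosome and laminin-332 genes had medians of −1.24 for embryonic over basal, 0.27 for embryonic over luminal and 1.21 for basal over luminal cells, the first 0.033 on spike-in reads, with Dst 17.5-fold lower than in basal cells and Col17a1 151-fold higher in basal than in luminal cells. The log2 ratio of Col17a1 for basal over luminal cells was 7.46 without the cells in doubt in place of 6.80. Under TMM scaling the hemidesmosome median for embryonic over luminal cells was −0.20. Notch pathway medians were 0.14, 0.52 and 0.33 in the same order, with Hes1 6.01-fold and 5.67-fold higher in progenitors and Jag1 3.57-fold lower than in basal cells (Hes1 log2 3.41 over basal cells without the cells in doubt), and it was −0.18 for embryonic over basal cells under TMM and −0.86 for basal over luminal cells on spike-in reads. Glycolysis medians were 0.72, 0.37 and −0.30, the second −0.10 under TMM. Ribosomal protein medians were −0.29, −0.39 and −0.06, and on spike-in reads the first 2 were 0.99 and 0.09. Mitochondrially encoded medians were −0.04, 0.17 and 0.25, and 1.25 and −0.55 on spike-in reads for embryonic over basal and basal over luminal cells, and −0.30 under TMM for embryonic over luminal cells. The fetal growth list in basal over luminal cells had a median of 0.10 with 3 of 6 genes higher and 3 lower, and had no stable sign: −0.01 under TMM, −0.56 on spike-in reads, −0.90 thinned, −1.02 with the mean of per-cell CPM, −3.22 in plate row F and 4.35 over 4 genes in the wells of 50 cells.

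Genes of the sorted proteins differed in how they followed the gates. Lgr5 (ENSMUSG00000020140.15) was at 550 CPM in embryonic, 206 in basal and 38.7 in luminal cells, but the wells of 50 cells had 298 CPM for embryonic and 362 for basal cells. Cd24a was at 1247, 387 and 1547 CPM, Itga6 was 1.03-fold higher in embryonic than in basal cells and 2.64-fold higher than in luminal cells, and Itgb1 was 1.47-fold lower than in basal cells. Pdgfra was at 55.3 CPM in embryonic and 58.98 in basal cells, Pecam1 at 5.01 and 29.04, and Ptprc had no embryonic read. Xist was seen in 326 of 331 kept cells, while Ddx3y had 1 read in 1 cell, Kdm5d 12 reads in 1 cell, and Uty and Eif2s3y none.

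Endothelial genes lay in few wells of the basal gate, although cells with CD31 were excluded. At least 3 endothelial markers were seen in 6 of 100 basal cells, which held 5.01% of the gate's reads and 100% of its Cdh5, Cldn5, Emcn and Egfl7 reads but 0% of its Vwf reads, and 5 of the 6 had neither keratin pair. The endothelial median was −4.28 for embryonic over basal cells (−4.59 with members at 0 reads set to 3 reads) and 5.01 for basal over luminal cells (5.71). Suprabasal markers had medians of 4.97 over basal cells (5.78; 3 of 9 genes measured) and 3.17 over luminal cells (4 of 9), the second −0.96 in the wells of 50 cells, with 1 embryonic cell at 3 markers and 8 unthinned. Hair markers had 0.99 (1.61) and 1.80 (2.27), and erythroid markers 3.47 (7.24) and 3.57 (5.79). Unthinned, 7 embryonic, 1 basal and 3 luminal cells had 3 hair markers, and 13 embryonic cells (10.6%) and 0 adult cells had 3 erythroid markers. The fibroblast list in basal over luminal cells had 3.51. Immune, melanocyte, Schwann, Merkel, muscle and adipocyte lists had too few measured genes for a median, and no cell of any gate had 3 of their markers, which allows up to 2.44% of embryonic, 3% of basal and 2.78% of luminal cells. Fabp4, an adipocyte marker chosen after its values were seen, was at 980 CPM in basal cells.

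At least 3 basal and at least 3 pan-luminal genes were seen in the same cell in 91 embryonic (65.3% to 81.5%), 26 of 100 basal (17.7% to 35.7%) and 9 luminal cells. The no-cell wells gave no value beyond Dixon's 95% limit for 4 wells (0.7656, 0.5663 and 0.3069).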
